A study of Homo sapiens with 4 samples.

How the data were processed

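The series compared Jurkat cells transduced to over-express the transcription factor BHLHE40 (BHLHE40-OE) with Jurkat cells carrying a control lentiviral vector. Jurkat is an established human T-cell acute lymphoblastic leukaemia line. All 4 samples, 2 per group, were stimulated with phorbol myristate acetate (PMA) and ionomycin (50 and 500 ng/ml in the treatment protocol), which together mimic T-cell receptor signalling. The labels give the duration as 5 hours in the sample characteristics and as 2 hours in the treatment protocol. That protocol describes guide RNA constructs for base editing and not the BHLHE40 vector, so its duration and doses may belong to other samples of the study; the labels do not settle this. Polyadenylated RNA from 100000 cells per sample was made into RNA-seq libraries, per the labels' protocols. Groups and replicate numbers were taken from the sample titles.

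For each library the authors deposited a table of 60230 Ensembl genes with estimated counts, TPM (length-adjusted relative abundance), length and effective length. The estimated counts are not scaled between libraries, and 15.7% to 16.9% of the genes in a library have a fractional value. The deposited TPM values are scaled to sum to the same total in each library. The deposited lengths, in bases, are averages over a gene's transcripts and differ between libraries. Neither the labels nor the file headers name the quantification program, the genome build, the annotation release or the use of strand. The column names are those that salmon writes for genes, which is a reading of the format and not a recorded step. The authors also deposited a table of their own comparison, with a mean normalised count (signal) per gene, a log2 fold change and its standard error, a Wald-type score, a raw and an adjusted p-value, and a signed −log10 p score. Per the file headers its column names are those of DESeq2. It holds 1839 protein-coding genes, all with an adjusted p-value under 0.05, and does not state the libraries or the model behind it.

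Gene symbols came from a table of gene names, in which 60089 of the 60230 identifiers matched. A symbol was available for 41718 identifiers, and the naming rule below for the largest rises and falls required one. Positions and gene types came from GENCODE release 29 on GRCh38, which holds 57972 of the identifiers; 36931 carry the same version number there, so the positions belong to release 29 and not to the release behind the deposited tables. The sequence shared between genes was measured as the share of a gene's transcript 31-base words that also occur in another gene, on a sample of 1 in 16 words.

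Estimated counts were rounded to whole numbers and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr (minimum count 10, minimum total 15), library sizes were scaled by TMM, and both dispersion and quasi-likelihood fits were robust. The model had the group as its only term. Of the 60230 genes, 14714 were tested, and the untested genes held 0.0959% of all counts. Adjusted p-values are Benjamini-Hochberg false discovery rates (FDR) over the tested genes, with a threshold of 0.05. Log2 fold changes are BHLHE40-OE over control with a prior count of 0.125, and their standard errors (SE) were computed as the absolute log2 fold change divided by the square root of the F statistic. Levels are CPM with TMM scaling of the library sizes, given as the mean ± SD of 2 libraries. A gene at or under 3 counts in both libraries of a group was taken as undetected there. Its fold is given against 3 counts, which is a lower bound only where the group had 0 counts.

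Gene lists were tested with camera of limma 3.58.1, with a preset inter-gene correlation of 0.01 and adjustment over the 8 lists, and with fry and a camera test with estimated correlation beside it. For the DESeq2 alternatives camera was run on the Wald statistics. The 8 lists (circadian clock, T-cell activation, interferon response, T-ALL transcription factors, cholesterol synthesis, TCA cycle, S phase and G2/M phase) were written before the data were examined, as were the tests, the groups and the first set of alternatives below. BHLHE40, CD69 and GATA3 were always to be named. Beyond these, the rule allowed at most 12 members of the activation and clock lists past the threshold, by absolute log2 fold change, and the 6 largest rises and 6 largest falls among genes past the threshold with a symbol, a mean of at least 5 CPM and groups that did not overlap. A gene that met this rule is not reported here. Genes named outside the rule are marked as chosen after their values were seen. For the closing observations 3 further lists (targets of Notch, targets of ATF4 and transcripts of cytotoxic cells) were written after the gene results and before their own tests. HES1 and IL7R were kept out of the Notch list, and ASNS out of the ATF4 list, because their values had been seen.

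The tests were run on simulated counts drawn from the means, dispersions and library sizes of these libraries. With 200 changed genes among 14714, edgeR recovered 173 (86.5%) and made 5 false calls, and DESeq2 1.42.0 recovered 165 (82.5%) and made 4. With no changed gene each made 0 calls. Every planted change had an absolute log2 value of at least 1, against a median of 0.41 among the genes called in these data. Genes were drawn independently, at the dispersion expected for their level. The rates thus do not cover small changes or gene-specific spread, and the list test that follows does not cover correlated genes. Among 25-gene lists, a list shifted by a log2 value of 0.30 had a camera p of 6.16e-13 and a fry p of 0.0294, and an unshifted list had 0.493 and 0.224, in limma.

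The alternatives set in advance were DESeq2, its size factors in edgeR, upper-quartile scaling, no filter beyond 1 count, at least 10 counts in every library, the replicate number as a block, effective lengths as offsets, limma on log2(TPM + 1) and log2(TPM + 0.1), BHLHE40 left out of the library sizes, each library left out in turn, protein-coding genes alone, glmTreat against a fold of 1.2, an FDR of 0.01, and an absolute log2 fold change of at least 1. For the comparison with the authors' table, DESeq2, an FDR of 0.1 and the stricter count filter were also set in advance. Added after the data were seen were a loess correction (span 0.4) for GC content and length, available for 99.1% of the tested genes, a crossed replicate block, and DESeq2 with effective-length offsets on several sets of libraries.

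Library totals ran from 16678782 to 25295938 estimated counts. A count of 3, the limit that 0 counts allow, corresponded to 0.119 to 0.180 CPM; such limits cover counting error alone, because the reads carry no molecular identifiers. With 2 libraries per group, the spread of any single gene rests on few values, and the tests borrow strength across genes. Overlapping genes and near-identical copies are reported as uncertain, since estimated counts can be divided between them differently in each library.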

Results

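Transcript levels were measured by RNA-seq in 4 libraries of stimulated Jurkat T cells, 2 with over-expressed BHLHE40 (BHLHE40-OE) and 2 with a control lentiviral vector. BHLHE40 is a basic helix-loop-helix transcription factor. The BHLHE40-OE libraries held 23534110 and 22058947 estimated counts and the control libraries 25295938 and 16678782. Across the 14714 tested genes, the correlation of log2 CPM was 0.991 between the BHLHE40-OE replicates and 0.989 between the control replicates, against 0.971 to 0.981 between libraries of different groups; genes are not independent replicates. As a check for a library deposited 2 times, the counts of each replicate pair were compared; they did not agree within sampling noise (chi-square per degree of freedom of 8.80 for the BHLHE40-OE pair and 20.4 for the control pair). The common biological coefficient of variation was 7.53%. Mitochondrially encoded mRNAs took 1.52% and 1.73% of the counts in the BHLHE40-OE libraries, 2.84% in control replicate 1 and 1.48% in control replicate 2.

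The first comparison checked the over-expressed gene itself. BHLHE40 (ENSG00000134107.5; chromosome 3, 4979116 to 4985323, plus strand, GENCODE release 29 on GRCh38) reached 1107 and 1266 CPM in the BHLHE40-OE libraries, against 59.9 and 56.5 CPM in the control libraries. The means were 1187 ± 112 CPM (SD, n = 2) and 58.2 ± 2.39 CPM (SD, n = 2). The log2 fold change was 4.35 (SE 0.09), with an edgeR adjusted p of 1.2e-13. These counts can hold transcripts of both the endogenous gene and the vector. The alternative that moved this value most, limma on log2(TPM + 0.1), gave 5.01.

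The study followed BHLHE40 as a factor acting at a regulatory element of CD69, an early activation marker of T cells, so the CD69 transcript was compared next. CD69 (ENSG00000110848.8; chromosome 12, 9752486 to 9760901, minus strand) stood at 226 ± 2.54 CPM in BHLHE40-OE cells and 306 ± 34.1 CPM in control cells (SD, n = 2 each). Both BHLHE40-OE libraries (224 and 227 CPM) lay under both control libraries (282 and 330 CPM). The log2 fold change was −0.44 (SE 0.07) with an edgeR adjusted p of 0.00111. Leaving out control replicate 2 gave −0.32, and leaving out control replicate 1 gave −0.54. The alternative that moved CD69 most was limma on log2(TPM + 1), at −0.17 with an adjusted p of 0.346. On that scale the median tested gene was shifted by 0.21, and CD69 relative to it was −0.38.

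GATA3, a T-cell transcription factor (ENSG00000107485.18; chromosome 10, 8045378 to 8075203, plus strand), stood at 154 ± 0.794 CPM in BHLHE40-OE cells and 249 ± 4.90 CPM in control cells (SD, n = 2 each). Its log2 fold change was −0.69 (SE 0.06), with an edgeR adjusted p of 1.44e-06. In limma on log2(TPM + 1) it was −0.37 with an adjusted p of 0.0903, and −0.58 relative to the median gene.

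**Figure D1:**
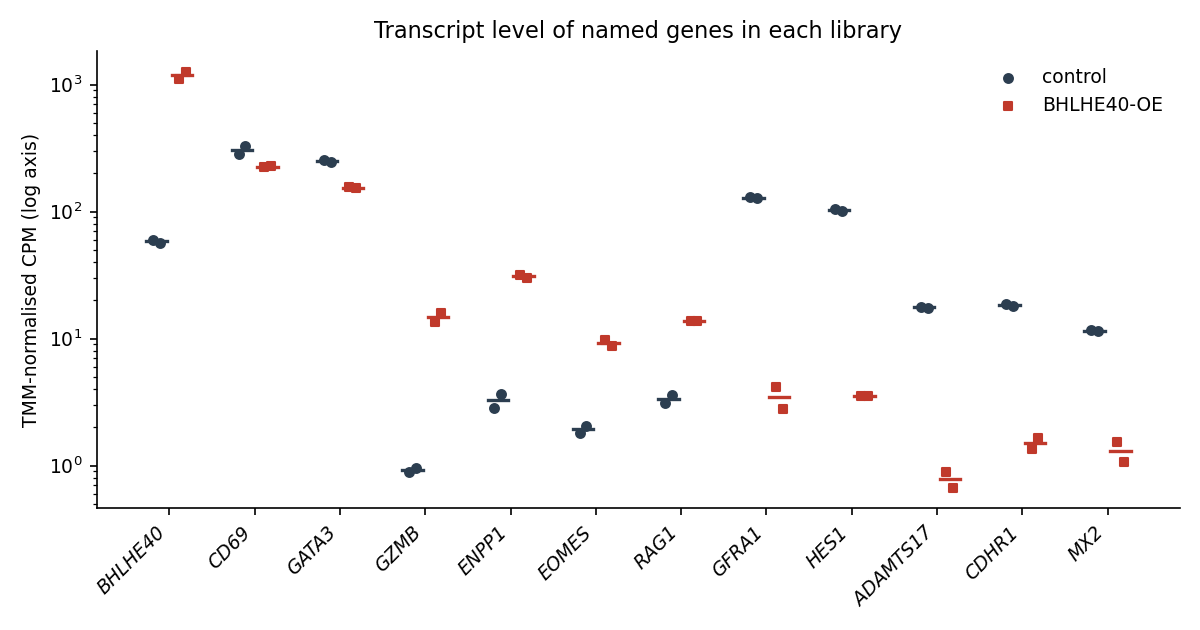
TMM-normalised CPM of 12 named genes in each of the 4 libraries, on a log axis; circles are control libraries, squares are BHLHE40-OE libraries and bars are means of 2 libraries. In each gene drawn the 2 groups did not overlap, with BHLHE40 at 1107 and 1266 CPM against 59.9 and 56.5; UTP14C is not drawn because its value was 0 in both BHLHE40-OE libraries.

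Over all tested genes, 2778 of 14714 (18.9%) passed an FDR of 0.05 in edgeR, 1336 higher and 1442 lower in BHLHE40-OE cells. The test measures changes against the spread between the 2 libraries of a group. A culture difference between the groups could pass as well and cannot be separated from BHLHE40 in this design. In all 2778 the BHLHE40-OE libraries lay on one side of both control libraries. Groups did not overlap in 60.4% of the tested genes, against 33.3% on average over the ways to split the 4 libraries into pairs. Genes share the same 4 libraries, so any common difference between the groups would raise this share. Most changes were small, with a median absolute log2 fold change of 0.41 among the 2778. An absolute log2 fold change of at least 1 was reached by 497 of them, 112 higher and 385 lower. GENCODE release 29 lists 2527 of the 2778 as protein-coding. The alternative that moved this count most was the use of effective lengths as offsets, which left 418 genes past the threshold, 398 of them among the 2778.

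**Figure D2:**
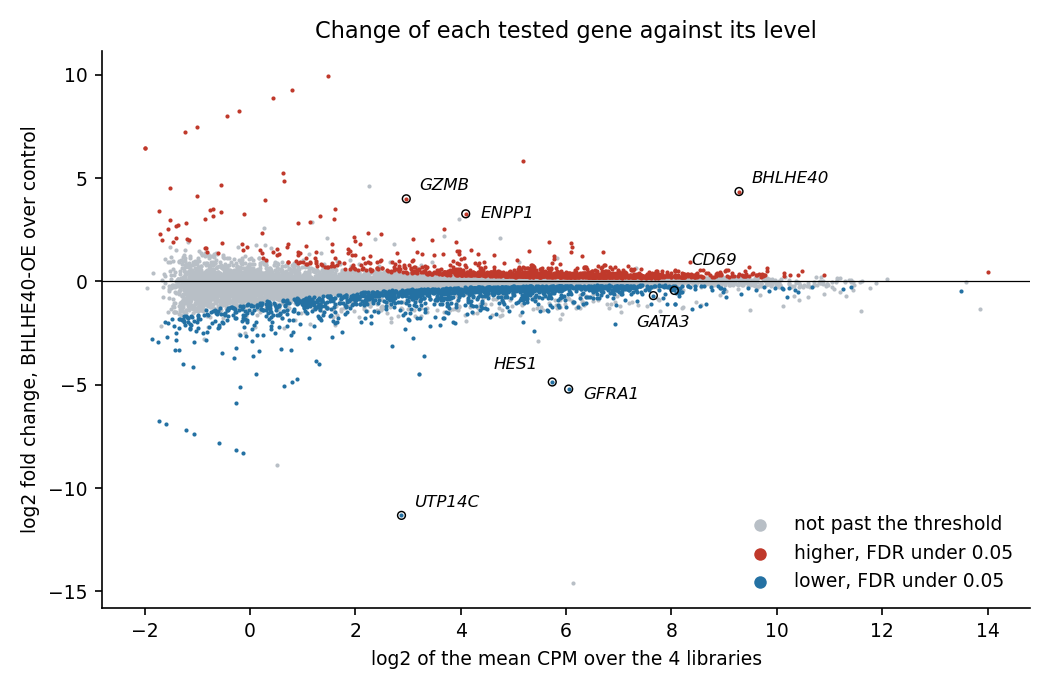
Log2 fold change of each of the 14714 tested genes (vertical axis) against the log2 of its mean CPM over the 4 libraries (horizontal axis); red and blue points are the 1336 higher and 1442 lower genes past an FDR of 0.05. Circled genes are among those named in the text, and BHLHE40 is a rise of 4.35 at a high level; fold changes of genes with 0 counts in a group depend on the prior count.

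After BHLHE40, the largest rises among genes with a symbol, a mean of at least 5 CPM and groups that did not overlap included those of GZMB, ENPP1, EOMES and RAG1. GZMB (granzyme B; ENSG00000100453.13; chromosome 14, 24630954 to 24634267, minus strand) rose from 0.923 ± 0.0557 to 14.7 ± 1.55 CPM (SD, n = 2 each). Its log2 fold change was 4.0 (SE 0.18), with an edgeR adjusted p of 1.1e-09. ENPP1 (ENSG00000197594.14; chromosome 6, 131808016 to 131895155, plus strand) rose from 3.26 ± 0.578 to 30.9 ± 1.03 CPM (SD, n = 2 each), a log2 fold change of 3.27. The log2 fold changes of the T-box factor EOMES and the recombinase subunit RAG1 were 2.27 and 2.04.

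Among the falls, HES1 (ENSG00000114315.4; chromosome 3, 194136145 to 194138732, plus strand), a transcriptional repressor, went from 103.1 ± 2.11 CPM in control cells to 3.53 ± 0.0128 CPM in BHLHE40-OE cells (SD, n = 2 each). Its log2 fold change was −4.87 (SE 0.09), with an edgeR adjusted p of 7.47e-14. GFRA1 (ENSG00000151892.16; chromosome 10, 116056925 to 116273467, minus strand) went from 129 ± 2.51 to 3.47 ± 0.975 CPM (SD, n = 2 each), a log2 fold change of −5.21 (SE 0.13). ADAMTS17, CDHR1 and MX2 had log2 fold changes of −4.48, −3.60 and −3.14. By the same rule UTP14C (ENSG00000253797.2; chromosome 13, 52024691 to 52033600, plus strand) ranked first among the falls, with 334 and 265 counts in the control libraries and 0 in both BHLHE40-OE libraries, at least 109-fold lower. This value is uncertain. UTP14C overlaps ALG11 (ENSG00000253710.5; chromosome 13, 52012398 to 52032171, plus strand) and shares 72.6% of its sequence words with other genes. ALG11, chosen after its values were seen, rose by a log2 value of 0.45, and the summed counts of both genes had a log2 fold change of 0.02 (edgeR adjusted p 0.855).

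Among the 40 tested members of the T-cell activation list, 26 passed the threshold, 12 higher and 14 lower, and 30 passed when adjusted over the list alone. The largest rises were in cytokine and chemokine transcripts at low levels. IFNG had 2 counts in each control library and 68 and 70 in the BHLHE40-OE libraries. Set against 3 counts in the smaller control library, this is 16.7-fold higher. Because the control counts were above 0, that value is a convention and not a limit on counting error. The log2 fold changes of CCL4, XCL1, XCL2, CSF2, TNF and CCL3 were 3.27, 3.15, 2.80, 2.35, 2.13 and 2.10. The highest mean among these 7 genes in BHLHE40-OE cells was 6.41 CPM, that of TNF. XCL1 and XCL2 share 25.3% and 54.3% of their sequence words with other genes, and CCL3 and CCL4 share 23.6% and 19.5%, so their separate values are uncertain. Leaving out control replicate 1 moved XCL2 to 3.77 and CCL3 to 3.27. The largest falls in the list were CD40LG at −1.96, IL2RA at −1.70 and DUSP4 at −1.63. Of the 14 tested clock genes 4 passed the threshold, both over all genes and when adjusted over the list alone. Among them HLF fell, with a log2 fold change of −1.81, at 0.415 ± 0.0468 against 1.44 ± 0.342 CPM (SD, n = 2 each).

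As sets, 5 of the 8 lists shifted in limma's camera test. The cholesterol synthesis list rose by a median log2 value of 0.33 (adjusted p 7.42e-08), with 22 of 24 genes higher. The G2/M phase list rose by 0.22 (adjusted p 3.04e-07), with 25 of 25 genes higher. The interferon list rose by 0.15 (adjusted p 0.0354, with 20 of 32 genes higher). Of its genes past the threshold 6 were higher and 3 lower, with MX2 at −3.14 among the lower. The TCA cycle list rose by 0.11 (adjusted p 0.0381, 16 of 21 higher) and the S phase list by 0.08 (adjusted p 0.0266, 18 of 25). The T-ALL factor list (median −0.12, adjusted p 0.154), the clock list (0.02, adjusted p 0.294) and the activation list (−0.01, adjusted p 0.658) did not pass in this test. The T-ALL factor list did pass as lower under fry (adjusted p 0.00835), and with camera on DESeq2 statistics (adjusted p 1.83e-05). It holds HES1 and GATA3, and 8 of its 19 genes were higher and 11 lower. No test left HES1 out, so these passes may rest largely on that gene. The clock and activation lists did not pass under fry (0.071 for each). With IFNG set against 3 control counts the activation median stayed at −0.01. Of the 5 shifts, the cholesterol, G2/M phase and interferon lists held under fry (adjusted p 0.00835 for each), while the TCA cycle and S phase lists did not (0.071 for each). None of the 8 passed when the inter-gene correlation was estimated, the alternative that moved this count most. The estimated correlations of the G2/M phase, TCA cycle and interferon lists (−0.0019, 0.0023 and −0.0195) lay under the preset 0.01. A larger correlation therefore does not explain why these lists lost their call. The TCA cycle median was 0.04 without control replicate 2, and the S phase median was 0.15 without control replicate 1.

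**Figure D3:**
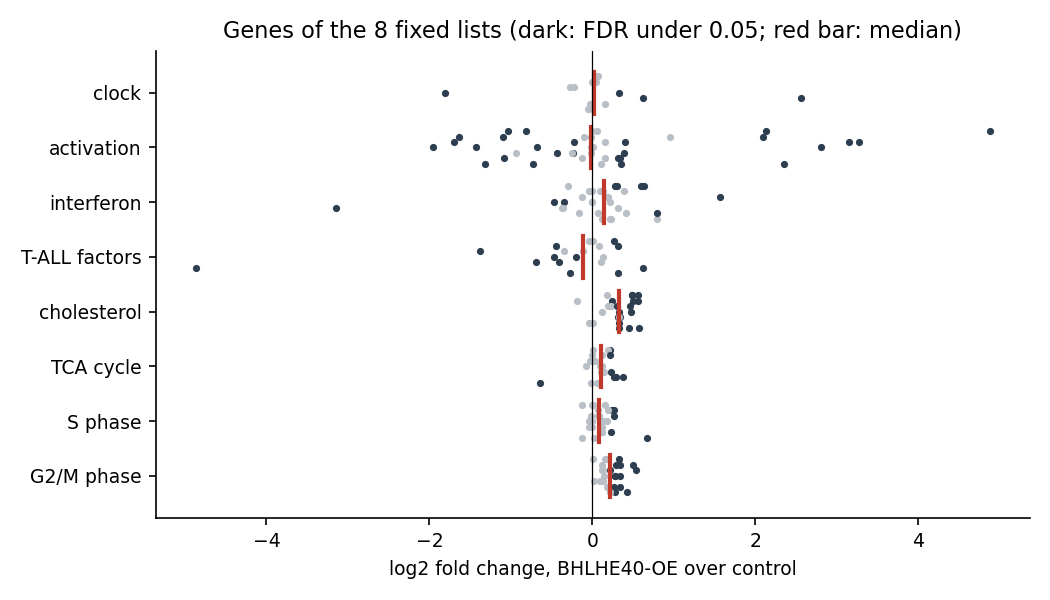
Log2 fold change of every tested gene in the 8 fixed lists, one line per list; dark points passed an FDR of 0.05, grey points did not, and red bars are list medians. The cholesterol synthesis and G2/M phase points lie mostly right of 0 (22 of 24 and 25 of 25 genes), while the activation points spread to both sides.

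The authors' deposited table lists 1839 protein-coding genes, 971 higher and 868 lower. Of these genes 1837 were tested here, 1762 had the same direction in edgeR, and 1145 (62.3%) also passed an FDR of 0.05 in that direction. Across the 1837 genes the log2 fold changes correlated with a Pearson r of 0.930 and a Spearman rho of 0.888; the sets share libraries, and genes are not independent replicates. In the authors' deposited table CD69 has a log2 fold change of −0.35 (adjusted p 0.000194) and GATA3 of −0.62 (adjusted p 3.5e-11). BHLHE40 has no entry in it.

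The libraries behind that table were then examined by refitting the deposited counts in DESeq2 with effective-length offsets. With each of the 4 libraries entered 1 time, the mean normalised counts differed from those in the authors' deposited table by a median relative difference of 0.099, and 913 of the 1839 genes passed an FDR of 0.05. With control replicate 1 entered 2 times and control replicate 2 not used, mean counts differed by a relative value of at most 4.9e-15 and log2 fold changes by at most 4.65e-05, and all 1839 genes passed. The alternative that moved the count of shared genes most was this one. The median SE over the table's genes was 0.12 with control replicate 1 entered 2 times and 0.15 with all 4 libraries.

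**Figure D4:**
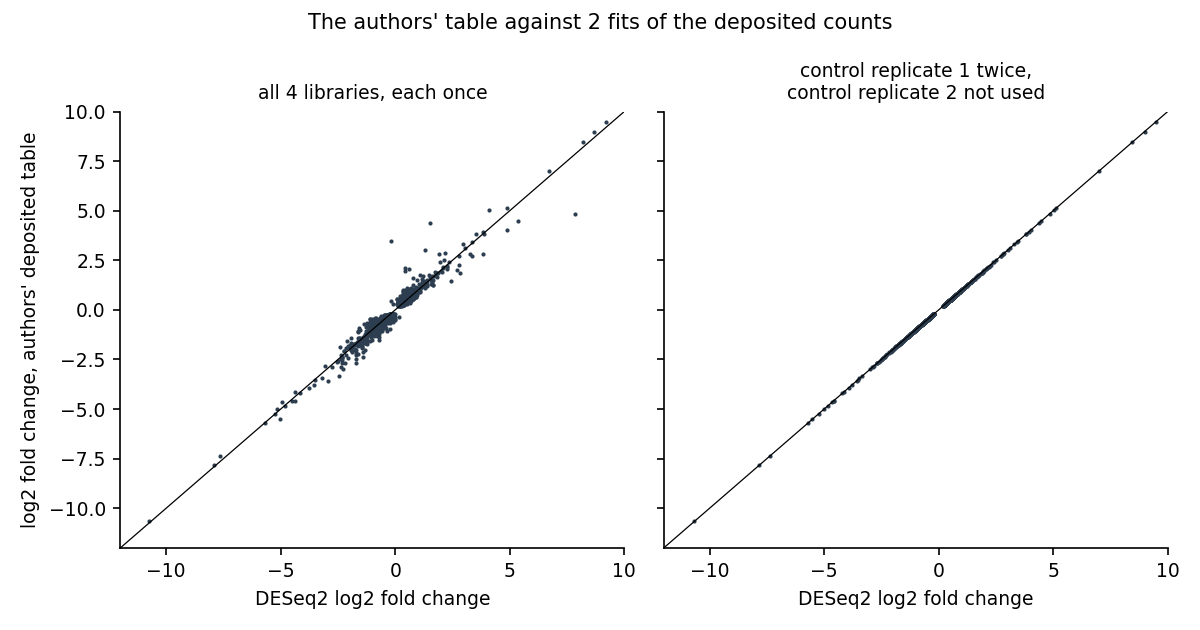
Log2 fold changes of the 1839 genes in the authors' deposited table (vertical axes) against DESeq2 fits with effective-length offsets (horizontal axes); left, all 4 libraries; right, control replicate 1 entered 2 times without control replicate 2; lines mark equal values. On the left the points scatter around the line (Pearson r 0.964), and on the right they lie on it (largest difference 4.65e-05).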

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

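BHLHE40 stayed higher and past the threshold under every alternative with a test (log2 fold changes of 4.32 to 5.01), and ran from 4.25 to 4.44 across the 4 fits that each left out one library. CD69 stayed lower in all of them, and from −0.54 to −0.32 across those 4 fits. In those fits CD69 could hardly change direction, because its groups did not overlap. It was no longer past the threshold with effective-length offsets (−0.43, adjusted p 0.0519), log2(TPM + 1) (−0.17, adjusted p 0.346) or log2(TPM + 0.1) (−0.17, adjusted p 0.348). Adjusted p-values for CD69 over the alternatives ranged from 6.25e-08 to 0.348. On the TPM scales part of the change in CD69 was the shift of the median gene, 0.21 and 0.24, relative to which CD69 was −0.38 and −0.42.

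The count of 2778 genes fell to 1446 in DESeq2 (1348 shared with the 2778), 1039 on log2(TPM + 1), 1184 on log2(TPM + 0.1) and 418 with effective-length offsets. DESeq2 with those offsets, added after the data were seen, gave 1007. The cause was not tested for the DESeq2 counts. Stricter criteria, which lower a count by construction, left 805 genes against a fold of 1.2, 497 at an absolute log2 fold change of at least 1 and 1369 at an FDR of 0.01. The share of higher genes was 48.1% as reported, 37.7% with upper-quartile scaling, and 82.3% and 82.8% on the 2 TPM scales. No count is given with a library left out, since a group then has 1 library and no spread of its own. Directions were kept by 2770 to 2777 of the 2778 genes in those fits. That result was nearly fixed in advance, because the groups did not overlap in any of the 2778.

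The number of lists past the threshold went from 5 to 3 on log2(TPM + 1), 3 on log2(TPM + 0.1) and 0 with estimated inter-gene correlation, and up to 7 in DESeq2 and 6 with at least 10 counts in every library; the cause was not tested. In DESeq2 the T-ALL factor, clock and activation lists passed (adjusted p 1.83e-05, 0.0467 and 0.00163), the activation list as lower by its statistics with a median of 0.00287, and the interferon list did not (0.204). The T-ALL factor list, which holds HES1, also passed in DESeq2 with effective-length offsets (0.000292). With at least 10 counts in every library the activation list passed as lower (median −0.12, adjusted p 0.0232). Adjusted p-values over all alternatives ranged up to 0.507 for the T-ALL factor list, 0.906 for the activation list and 0.332 for the interferon list. The TCA cycle list did not pass with upper-quartile scaling (adjusted p 0.0532), effective-length offsets (0.532) or the correction for GC content and length (median 0.08, adjusted p 0.118). The activation median, −0.01, was 0.0802 with effective-length offsets and ran from −0.0421 to 0.0278 across the 4 fits that each left out one library. It was above 0 without BHLHE40-OE replicate 1 or control replicate 1, so its direction is not established. The clock median, 0.02, was 0.10 without control replicate 1 and 0.00646 without control replicate 2. Among the other results 31 values were weaker and 6 stronger; 14 of the 31 concerned GATA3, CSF2, CCL3, HLF and DUSP4. The overlap with the authors' deposited table went from 1145 to 1839 genes with control replicate 1 entered 2 times.

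The replicate numbers are shared between groups, but no label ties a number to a batch or day, and deviations of same-numbered libraries correlated at −0.117 across genes. With the replicate number as a block 2217 genes passed, 2175 of them among the 2778, and BHLHE40 (4.34) and CD69 (−0.43) stayed past the threshold. A crossed pairing, chosen after the data were seen, gave 3679. Depth limits the low genes most: IFNG, CCL3 and CCL4 had at most 5 counts in each control library, and control replicate 2 had the fewest counts in all.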

Other observations

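The tests of the authors' table, of mitochondrial mRNAs, of UTP14C and ENSG00000196656, of BHLHE40 transcript length, of replicate noise in effective lengths and of short transcripts were chosen only after the results were seen. So were the correction for GC content and length applied to HES1 and ASNS, the median ratio of fold changes, and the share of genes with at least 50% shared sequence. The others were fixed before their result was seen.

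The authors' deposited table may have been made with control replicate 1 entered 2 times in place of control replicate 2. With that set of libraries the largest relative difference in mean count was 4.9e-15. Leaving control replicate 2 out gave a median relative difference of 0.034, and all 4 libraries gave 0.099, so neither of these sets produced the table. A library entered 2 times adds no information on the spread between replicates. That fit called 1963 genes, against 1007 with all 4 libraries. The absence of BHLHE40 has a candidate explanation in a p-value of exactly 0, for which −log10 p is infinite. In the matching fit the number of genes with such a p-value was 1, BHLHE40, with a log2 fold change of 4.80. Whether such entries were removed is not recorded. Of the 124 calls of that fit outside the table, GENCODE release 29 lists 3 as protein-coding: BHLHE40 and the genes now named SNHG32 and LINC03040.

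Of the 13 mitochondrially encoded mRNAs, 12 are in the authors' deposited table and all 12 are lower there, by a median log2 value of −0.90. MT-CO3 is at −1.10 with an adjusted p of 5.05e-49. With both control libraries 0 of the 13 passed an FDR of 0.05 in edgeR, and 0 had an unadjusted p under 0.05. Control replicate 1 exceeded control replicate 2 by a median log2 value of 0.90 over these mRNAs. MT-CO3 stood at 3644 CPM in control replicate 1, 1919 in control replicate 2, and 1848 and 2005 in the BHLHE40-OE libraries. The fall in the table may therefore rest on 1 control library. Whether the higher level in that library is technical or biological was not tested.

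With effective lengths as offsets, 14.3% of the 2778 genes remained past the threshold. By the test fixed beforehand, a share this low pointed to a difference in effective length between groups as the source of the calls. The sizes of the changes argue against that reading: the log2 fold changes with offsets were a median 0.968 of those without, and 0.935 over the 2380 genes lost. Of the calls, 97.4% kept their direction. The biological coefficient of variation rose from 7.53% to 12.9%, and the median difference between replicates from 0.10 to 0.16 in BHLHE40-OE and from 0.11 to 0.16 in control cells, on the log2 scale. Noise between replicates in the estimated lengths may thus account for the lost calls. After the correction for GC content and length 94.9% of the calls remained, which argues against that bias as their source.

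TPM values of most genes were higher in BHLHE40-OE libraries, by a median log2 value of 0.21. Genes with an effective length under 150 bases took 16.1% and 11.04% of TPM in the BHLHE40-OE libraries, and 16.8% and 27.2% in control replicates 1 and 2. Without these genes the shift was 0.0862. The share of very short transcripts, highest in control replicate 2, may explain part of the shift; the remainder is open.

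Reads shared between genes may account for some of the largest changes. The summed counts of UTP14C and ALG11 were 58.2 and 57.6 CPM in BHLHE40-OE libraries and 56.9 and 57.1 CPM in control libraries, a log2 fold change of 0.0228. The transcribed pseudogene ENSG00000196656.7, chosen after its values were seen, shares 81.8% of its sequence words with other genes. It rose by a log2 value of 5.80, while its sum with RPS26 changed by −0.0900 (edgeR adjusted p 0.508). RPS26 holds most of that sum, so the test is weak against a rise of the pseudogene alone. For UTP14C a vector or isoform change inside the locus was not tested. Over the 121 genes with an absolute log2 fold change of at least 2 and a known sequence, the median shared share was 1.78%, against 2.10% over tested genes, so shared reads do not account for these genes as a set. However, 29 of the 121 (23.97%) shared at least 50%. Random lists matched on level had a median of 15.7%, and 122 of 10000 reached as large a share.

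HES1 fell to a mean of 3.53 CPM in the BHLHE40-OE libraries. After the correction for GC content and length its log2 fold change was −4.90, which argues against that bias, and HES1 shares no sequence words with other genes. Lower Notch activity, a candidate explanation, remains undecided. The 17 tested Notch targets other than HES1 and IL7R had a median log2 fold change of 0.0228 (camera p 0.981 and fry p 0.583 in limma), with 4 higher and 5 lower past the threshold. The largest change among the 17 was that of CR2, at −1.32 (edgeR adjusted p 1.58e-05), the direction that lower Notch activity would give. CR2 stood at 4.76 CPM in BHLHE40-OE cells and 11.96 CPM in control cells. NOTCH3 rose by 0.62 and DTX1 was at −0.45. IL7R, a further target whose value had been seen before the list was written, rose by 1.48 (edgeR adjusted p 1.83e-07), the opposite of what lower Notch activity would give. A single gene does not settle the question. A direct action of BHLHE40 on HES1 stays open and was not tested.

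ASNS, chosen after its values were seen, fell from 70.6 ± 3.24 to 13.4 ± 1.73 CPM (SD, n = 2 each), a log2 fold change of −2.40. ASNS shares 38.8% of its sequence words with other genes. After the correction for GC content and length it was −2.42, and the correction left the fall of the other targets of the stress factor ATF4 in place (median −0.32), which argues against that bias. Lower ATF4 activity may underlie the fall: the 24 other tested targets had a median of −0.28 (camera p 9.3e-05 and fry p 0.00772 in limma), with 12 lower and 0 higher past the threshold. With estimated correlation the camera p was 0.0839. The medians were −0.31 with upper-quartile scaling and −0.27 with effective-length offsets. A difference in culture between the groups would lower the same targets and cannot be separated from BHLHE40 in this design.

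The rise of GZMB, IFNG, XCL1, XCL2, CCL3 and CCL4 could come from RNA of contaminating cytotoxic cells. The 16 abundant transcripts of such cells had a median of 0.541 CPM in BHLHE40-OE libraries, against 14.7 CPM for GZMB. CCL5 stood at 0.0903 CPM and GNLY at 0.371 CPM, while PRF1 and GZMA fell to 6.65 and 7.03 CPM from 10.6 and 20.0 CPM. Members also rose: KLRD1 from 0.0802 to 2.99 CPM, GZMK from 0 to 1.73, GZMH from 0.0402 to 1.33 and NKG7 from 3.11 to 5.50, so 4 of the 9 tested passed the threshold as higher and 2 as lower. The median over the 16, far under GZMB, argues against such cells as the source of the whole pattern. Control Jurkat libraries expressed 4 of the 16 at 1 CPM or more. As a list, the 9 tested members did not pass (camera p 0.181 and fry p 0.1004 in limma), with members moving both ways. A change within the Jurkat cells is a hypothesis that stays open.

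The cholesterol, S phase and G2/M phase lists kept their camera call in limma after the correction for GC content and length, the largest adjusted p being 0.041, which argues against that bias as the source of their rise. The interferon list kept its call as well (0.0388), while the TCA cycle list lost it (median 0.08, adjusted p 0.118), so for that list such a bias stays open. The S phase list did not pass under fry (adjusted p 0.071). A difference in growth between the groups could raise these lists as well and was not tested.

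The mean length of BHLHE40 transcripts was 2132 and 2301 bases in BHLHE40-OE libraries and 2825 and 2561 bases in control libraries. Of the 4563 genes at 50 CPM or more, 0.657% had a larger fall in length. Vector transcripts that lack part of the untranslated regions may explain this. The vector's sequence was not analysed here.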
